A study of Mus musculus with 96 samples. Its data were reported in "MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice" (2018).

How the data were processed

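Small RNA sequencing of the striatum was analysed in 96 libraries, each from 1 mouse. The mice belonged to an allelic series in which the CAG repeat of the endogenous *Htt* gene differs in length. Heterozygous knock-in mice of the Q20, Q50, Q92 and Q140 lines were compared with wild-type littermates of the Q20 and of the Q50 line. Each of the 6 genotypes was sampled at 6 and at 10 months of age, with 4 males and 4 females, which gave 24 groups of 4 libraries.

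The authors sequenced the libraries and quantified microRNA hairpins, and 2 tables covering all libraries were used. The first deposited table holds estimated counts, which the authors obtained by assigning reads to hairpins; 20.0% of its values above 0 were not whole numbers, at a tolerance of 0.001, as a division of reads among hairpins would give. The labels do not state such a division, and the study's methods name HTSeq, which by default gives whole counts, so how these values arose is not known here. The second deposited table holds FPKM values made by the authors from those counts. The submitters' processing notes name CASAVA 1.8.2. Estimated counts were rounded to the nearest whole number before count-based tests, and FPKM values entered only 1 alternative. Both tables identify hairpins by miRBase accessions and do not pair them with microRNA names. Hairpins are therefore given by identifier, and the lists of microRNAs chosen beforehand for brain functions and for cell types could not be matched, so no list was tested.

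Total counts per library ranged from 3948560 to 12530911, with a median of 6638754. The table has 1187 hairpins, of which 1033 had a count in at least 1 library. The filterByExpr function with a minimum count of 10 kept 474 hairpins, which held 99.99% of all counts. At this depth hairpins with a mean below 10 CPM had a median standard error of 0.10 for the log2 slope. Those above 1000 CPM had 0.05. CPM values are counts scaled to a common library size, after each library total was adjusted by its TMM factor.

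The main tests were quasi-likelihood F tests in edgeR 4.0.16 (R 4.3.3) with TMM normalization, robust dispersion estimates and sex as a covariate, and p-values were adjusted by the Benjamini-Hochberg method. CAG length (Q) was tested as a number at each age over 48 libraries, with 7 repeats given to wild type, and slopes are log2 changes per 100 repeats. Q50, Q92 and Q140 were each compared with 24 controls per age, formed by the Q20 mice and both wild-type groups. Statistics of both ages were combined by the sum of signed Z values (Stouffer), and the log2 value given for the meta-analysis is the mean of both ages. Q20 was compared with its own wild-type littermates and the wild-type groups with each other. Differences of the Q slope between ages and between sexes were tested as interaction terms over all libraries. Age and sex were compared in the 48 controls. A hairpin was called when its adjusted p was below 0.05. The rule for named hairpins took those with the smallest adjusted p per direction and, for CAG length, the same sign of slope at both ages. Without microRNA names it was limited to the 2 hairpins with the smallest adjusted p in each direction of the Q meta-analysis. Any other hairpin was named after its values were seen.

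These comparisons, the naming rule and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, limma 3.58.1 with trend on log2(FPKM + 1), RLE size factors, total counts alone, no filter on low counts, a filter at a mean of 10 CPM, other sets of controls, the replicate number as a block, an L number from the sample descriptions as a factor, each library left out in turn, and the study's own handling of outliers with DESeq2, which removes libraries with a connectivity Z below -5 and replaces outlying values. Chosen after the data were seen were that handling with edgeR, the 6-month libraries of L number 6 left out, hairpins with whole values only, every library thinned to the smallest total, and correlations without 1 hairpin. The study's tests had a batch covariate besides sex, but the labels define no batch, so neither the main model nor the handling of outliers used here adjusts for it. The L number ends the description of each library together with an LB number, and their meaning is not stated. The replicate numbers were checked for pairing: residual profiles of libraries with the same number had a mean correlation of -0.05 at 6 months and -0.01 at 10 months, so no pairing was used. No 2 libraries were duplicates, and the smallest chi-square per degree of freedom between any pair was 16.0.

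Labels were permuted in 100 splits, the real one included. Genotypes were permuted within sex and age for comparisons of CAG length and genotype, ages within genotype and sex for the interaction with age and for age in controls, and sexes within genotype and age for the interaction with sex and for sex in controls. Correlations between the Q92 or Q50 and the Q140 changes were computed with the controls divided at random into separate parts for each comparison, averaged over 10 divisions. The covariances with shared controls were set against 50 simulations without any change, in which hairpins were drawn independently. A further measure of this relation is not reported here. Sets of hairpins that vary together were formed in the 48 controls by average-linkage clustering of residuals after genotype, sex, age and L number, with a distance of 0.6, and tested with camera. Intervals at 95% came from 1000 bootstrap samples of libraries within groups.

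The procedure was tested on simulated data made from the means, dispersions and library sizes of the 474 hairpins, with slopes proportional to CAG length. Each hairpin was drawn independently, without sets that vary together, effects of the L number or outlying libraries. The shares below therefore need not hold in the real data. In the Q meta-analysis edgeR recovered 75.8% of slopes of 0.25, 89.6% of 0.5 and 100% of 1 per 100 repeats, and 2.75% of its calls were false. For Q92 against controls the shares were 45.5%, 74.6% and 97.0%, and for Q50 they were 7.58%, 32.8% and 83.6%. DESeq2 gave 2.73% false calls in the Q meta-analysis, and limma gave 10.6% there and 19.7% for Q92. Figures were drawn with matplotlib from the computed values.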

Results

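MicroRNA hairpins were counted in the striatum of mice carrying *Htt* alleles with different CAG repeat lengths, to ask which microRNAs change with repeat length, at which length change becomes detectable and whether it differs with age. Heterozygous Q20, Q50, Q92 and Q140 knock-in mice and wild-type siblings from the Q20 and from the Q50 line were measured at 6 and 10 months, with 8 mice per genotype and age. A median of 50.9% of the counts of a library fell on its 8 most abundant hairpins. The 8 Q140 libraries had 6836983 ± 878890 counts at 6 months (mean ± SD), against 6073430 ± 857227 in the 24 controls, a difference of 12.6% (two-sided permutation test, p = 0.0382). At 10 months they had 7249287 ± 1390920 against 7059158 ± 2109322 (permutation p = 0.818). Intervals and errors cover sampling of mice and counting, and identifiers are not paired with microRNA names in the files.

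Abundance of 102 of 474 hairpins was associated with CAG length when both ages were combined, 52 higher and 50 lower with longer repeats. The balance of directions depended on scaling and was 38 higher and 61 lower with total counts only, and 38 and 62 with limma on FPKM values. Among those that rose, the smallest adjusted p-values were those of MI0005513 and MI0004673 (2.54e-19 and 3.22e-17), with slopes of 1.07 ± 0.08 and 1.04 ± 0.09 (log2 per 100 repeats, SE). MI0005513 averaged 6.67 ± 1.26 CPM in the 24 controls at 10 months and 26.02 ± 4.78 CPM in the 8 Q140 mice, all 8 above every control. MI0004673 went from 8.04 ± 1.44 to 32.6 ± 6.17 CPM at that age, again with all 8 Q140 mice above every control. Among those that fell, they were those of MI0014095 (slope -0.47 ± 0.06, adjusted p 3.15e-11) and MI0000696 (slope -0.35 ± 0.05, adjusted p 3.49e-10). At 10 months MI0014095 averaged 323 ± 51.9 CPM in controls and 194 ± 18.7 CPM in Q140, and MI0000696 averaged 1234 ± 164 and 889 ± 74.9 CPM, with all 8 Q140 mice below the control mean for both. Values of MI0014095 were not whole in 87 libraries, as a division of reads among hairpins would give.

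**Figure D1:**
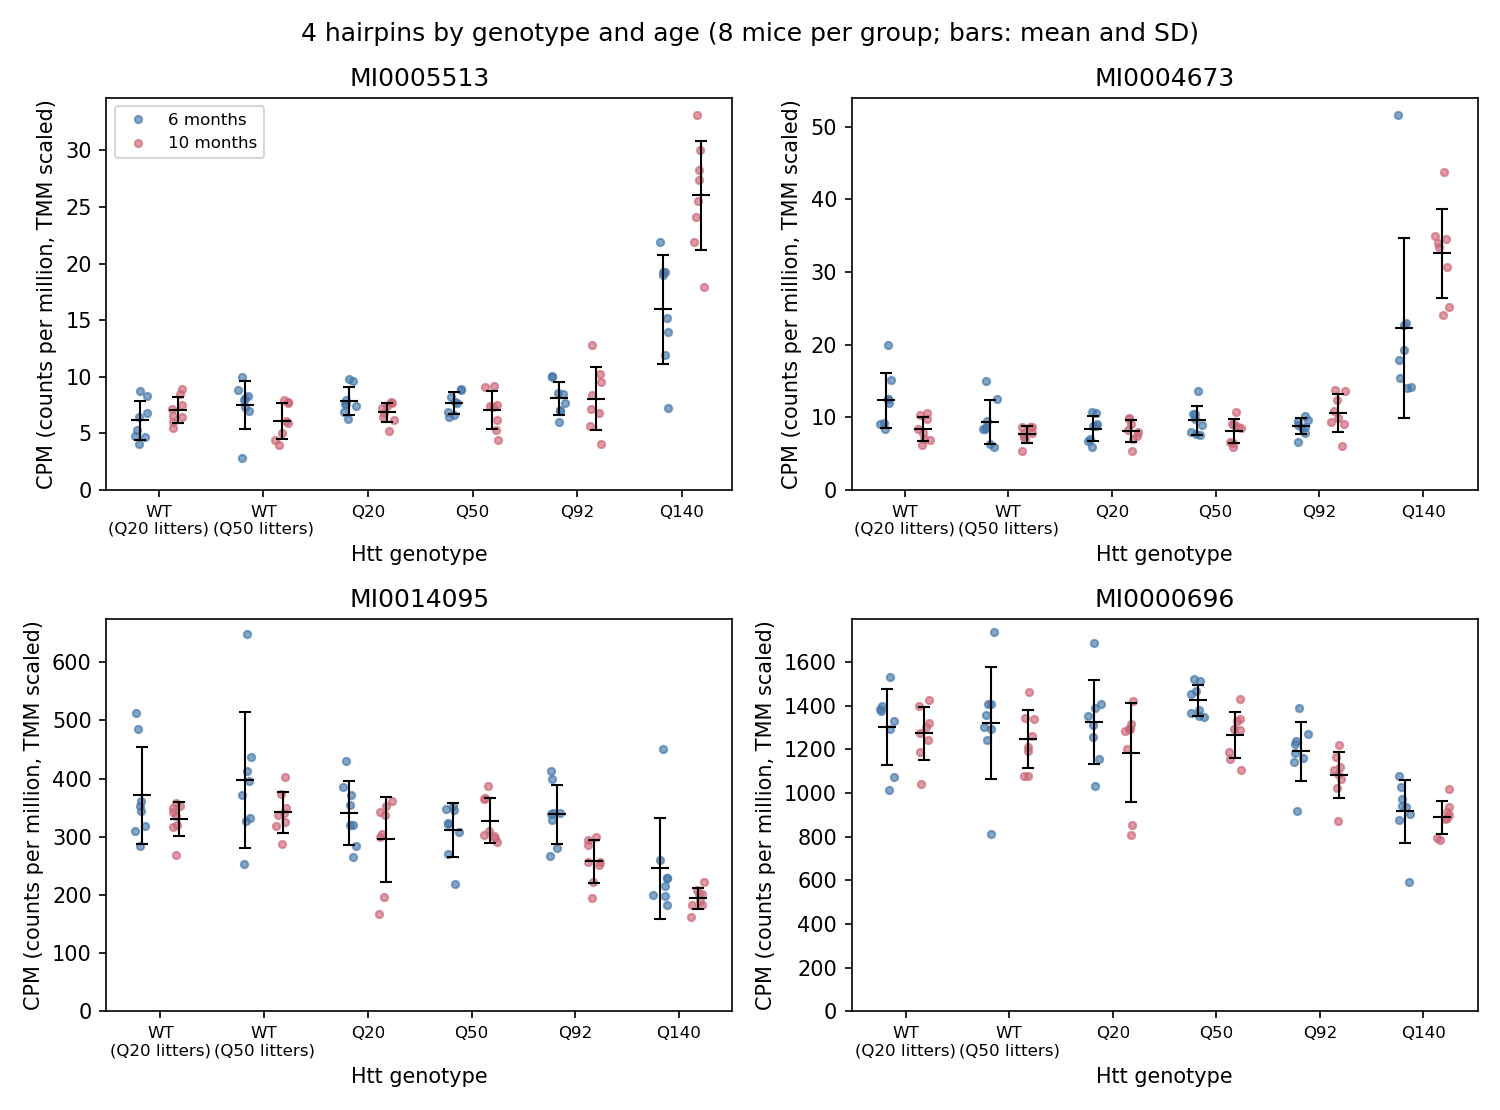
CPM (TMM-scaled counts) of the 2 hairpins with the smallest adjusted p among those that rose (top) and fell (bottom) with CAG length, by genotype and age. Points are mice, 8 per group, and bars are the mean and SD; Q140 means at 10 months were 26.02, 32.6, 194 and 889 CPM against control means of 6.67, 8.04, 323 and 1234.

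Most changes were small. The called hairpins that rose had a median slope of 0.18 and those that fell a median of -0.22, and 3 of the 102 had a slope above 1. Calls occurred at every abundance: 18.1% of hairpins with a mean under 10 CPM were called, 25% of those from 10 to 100 CPM, 25.4% from 100 to 1000 CPM and 18.5% above 1000 CPM. Hairpins that rose held 14.2 ± 1.53% of the counts of a control library and 16.6 ± 2.42% in Q140, and those that fell held 5.87 ± 0.39% and 4.77 ± 0.27%. Hairpins with a value that was not whole were about as frequent among the called (36 of 102) as among all tested hairpins (162 of 474; Fisher's exact test for called against other hairpins, two-sided p = 0.814). The association rested on the Q140 mice. Without them edgeR called 0 hairpins at 6 months, 0 at 10 months and 0 in the meta-analysis. No wild-type littermates of the Q140 line were among the libraries. Repeat length therefore cannot be told apart from other differences of that line.

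At 6 months 38 hairpins were associated with CAG length, 15 higher and 23 lower, and at 10 months 75 were, 43 higher and 32 lower. With total counts only the directions were 7 higher and 25 lower at 6 months and 39 and 43 at 10 months, and with limma they were 5 and 29 at 6 months and 36 and 40 at 10 months, so which direction prevailed at 10 months depended on scaling. Both ages shared 11 of the higher and 14 of the lower hairpins, where independent lists would share 1.36 and 1.55, and no hairpin was called in opposite directions. Of the 38 hairpins called at 6 months, 36 had the same direction at 10 months, and 66 of the 75 called at 10 months had the same direction at 6 months. Of the 102 hairpins of the meta-analysis, 100 had the same sign of slope at both ages. Across hairpins, which are not independent replicates, Z values at 6 and 10 months had a Pearson r of 0.60. The highest r in the other splits of the genotype labels was 0.37, and p was 0.01, the smallest that 100 splits allow. L numbers were spread unevenly over genotypes and are not in the main model. Between L numbers 83 hairpins differed at 6 months and 114 at 10 months, of which 8 and 22 were also called with CAG length. With the L number in the model, 27 and 86 hairpins were called with CAG length at these ages. Within L numbers, all 38 hairpins called at 6 months kept their direction in L4, L5 and L6 libraries. L3 held only 2 libraries at that age. Of the 75 called at 10 months, 75 kept it in L4, which held 7 of the 8 Q140 libraries. In L5 73 kept it, and 55 in L3, which held no Q140 library. The hairpins and directions came from all 48 libraries of each age, these included, so agreement is partly built into these counts. The 6-month count depended on single libraries and was 66 without Q140 male replicate 1, 19, 24 and 24 without Q140 female replicates 1, 3 and 4, and 20 and 21 without Q140 male replicates 2 and 3. Without the 9 libraries of L number 6, which include 3 of the 8 Q140 mice, it was 5, and with the study's handling of outliers and DESeq2 it was 67, of which 37 were among the 38.

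**Figure D2:**
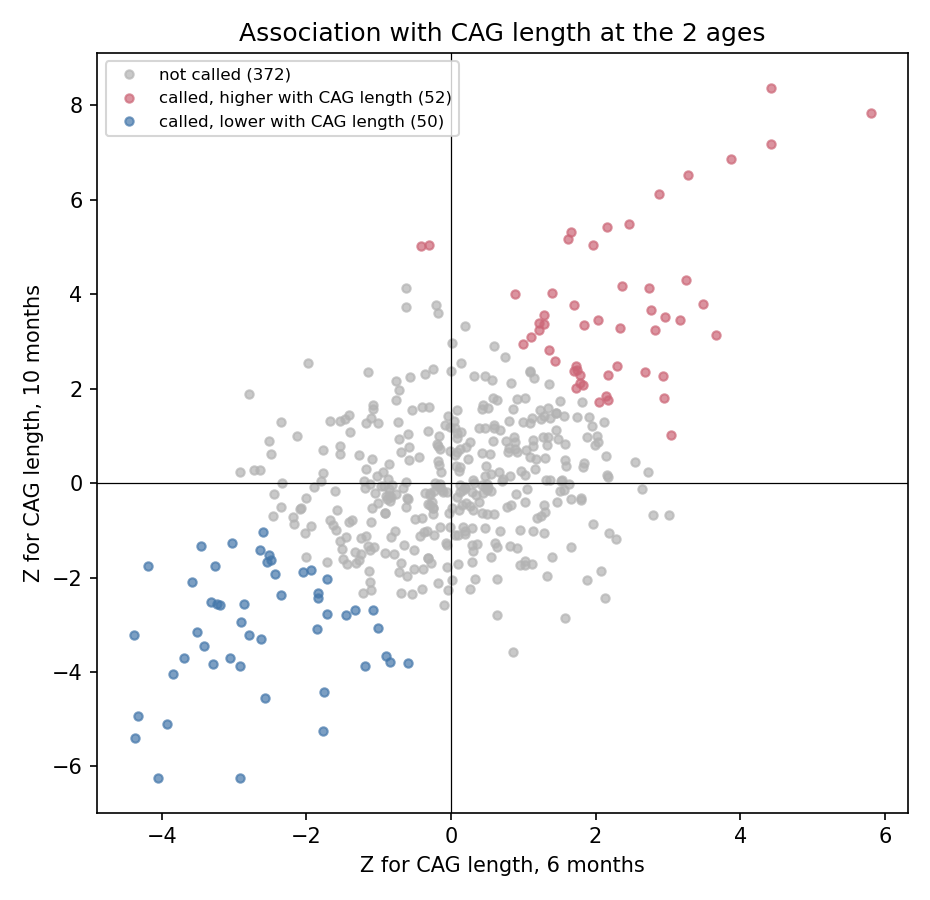
Z values for association with CAG length at 6 months (x axis) and 10 months (y axis), 1 point per hairpin (474). Red points are the 52 hairpins called higher and blue points the 50 called lower in the meta-analysis; 100 of these 102 lie in the quadrants where both ages have the same sign.

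In Q140 mice 119 of 474 hairpins differed from controls in the meta-analysis, 61 higher and 58 lower, against 40 and 78 with total counts only and 41 and 69 with limma. MI0004673 was 2.97-fold higher (log2 1.57 ± 0.09, adjusted p 1.61e-27) and MI0005513 2.96-fold higher (log2 1.56 ± 0.09, adjusted p 5.83e-27), each with all 8 Q140 mice above the control mean at each age. MI0014095 fell by 0.67 ± 0.08 on the log2 scale (adjusted p 2.85e-12; 7 of 8 mice below the control mean at 6 months and 8 of 8 at 10 months), and MI0000696 fell by 0.49 ± 0.06 (adjusted p 4.45e-12; 8 of 8 mice at each age). Called hairpins that rose had a median change of 0.25 and those that fell of -0.28 (log2), and 7 rose by more than 1 log2 unit. Of the hairpins called with CAG length, 49 of 52 higher and 48 of 50 lower ones were also called in Q140. Both tests used the same libraries and the association with CAG length rested on the Q140 mice, so this overlap is largely built in. By age, 37 hairpins differed at 6 months (17 higher, 20 lower) and 80 at 10 months (46 higher, 34 lower). With total counts only these were 12 higher and 31 lower at 6 months and 38 and 49 at 10 months, and with limma 10 and 36 at 6 months and 37 and 43 at 10 months. The 6-month count was 66 without Q140 male replicate 1, 21 with only Q20 mice as controls, 13 without the 9 libraries of L number 6, and 91 with the study's handling of outliers and DESeq2.

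In Q92 mice the 4 hairpins named above moved less than in Q140, to a degree that differed between them. At 10 months the log2 changes in Q92 were 0.27 for MI0005513, 0.40 for MI0004673, -0.33 for MI0014095 and -0.19 for MI0000696. In Q140 they were 1.99, 2.03, -0.72 and -0.46. MI0000696 was below the control mean in 8 of 8 Q92 mice at that age, without being called (adjusted p 0.146, quasi-likelihood F test). At 10 months edgeR called 8 hairpins, 6 higher and 2 lower. Of these, 4 were also called in Q140 at 10 months in the same direction, among them MI0004673 (log2 0.40 ± 0.11) and MI0014095 (log2 -0.33 ± 0.09), both with an adjusted p of 0.0428. MI0004673 averaged 10.6 ± 2.59 CPM in the 8 Q92 mice, with 7 above the control mean, and MI0014095 averaged 257 ± 36.5 CPM, with 8 of 8 below it. The other 4, chosen for mention after their values were seen, were MI0000243, MI0000554, MI0000694 and MI0001642, with log2 changes of 1.71 to 2.02. Each was highest in Q92 female replicate 1, which had the lowest connectivity Z of all libraries (-11.5, beyond the study's limit of -5 for outlying libraries) and where MI0001642 had 689 CPM, against 106 CPM in the next Q92 mouse and at most 69.4 CPM in controls. Without that library no hairpin was called at 10 months, and leaving out any of 29 of the 48 libraries gave 0 calls. At 6 months edgeR called 0 hairpins in Q92, with 17 at an unadjusted p under 0.05, while DESeq2 and limma also called 0. The log2 changes at that age were 0.17 for MI0005513, -0.18 for MI0004673, -0.12 for MI0014095 and -0.14 for MI0000696. MI0004673 thus had the opposite sign, with 7 of 8 mice below the control mean. Of the 8 hairpins called at 10 months, 3 had the same direction at 6 months, 0 of them with an unadjusted p under 0.05. In the meta-analysis edgeR called 0 (43 at an unadjusted p under 0.05), DESeq2 2 and limma 0. With only Q20 mice as controls edgeR called 6, and with only wild-type controls 1.

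In Q50 mice almost no hairpin was called against controls. In the simulated data 7.58% of slopes of 0.25 were recovered for Q50, so small changes could have gone undetected. The meta-analysis called 0 hairpins with edgeR, with 44 at an unadjusted p under 0.05, and 0 with DESeq2 and with limma; with only Q20 mice as controls 7 were called. At 6 months edgeR, DESeq2 and limma each called 0, with 43 hairpins at an unadjusted p under 0.05 in edgeR. The single call at 10 months, MI0000256, named because it was the only one, rose by 3.68 ± 0.71 (log2, adjusted p 0.00253). It had 1508 counts in Q50 male replicate 3 and at most 85 in any other library, and the call ended without that library.

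The size of the change was compared between repeat lengths over hairpins called in Q140 at the other age (80 for 6 months, 37 for 10 months), a comparison chosen after the results above were seen. In the direction of the Q140 change, these hairpins moved by a mean log2 of 0.41 in Q140 (95% interval 0.36 to 0.45), 0.09 in Q92 (0.04 to 0.13) and 0.02 in Q50 (-0.03 to 0.06). The Q92 change was 0.210 of the Q140 change (0.112 to 0.306), below the 0.627 that a straight line over repeat length would give. The Q50 change was 0.0379 of it (-0.0796 to 0.153), against 0.301 for a straight line.

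**Figure D3:**
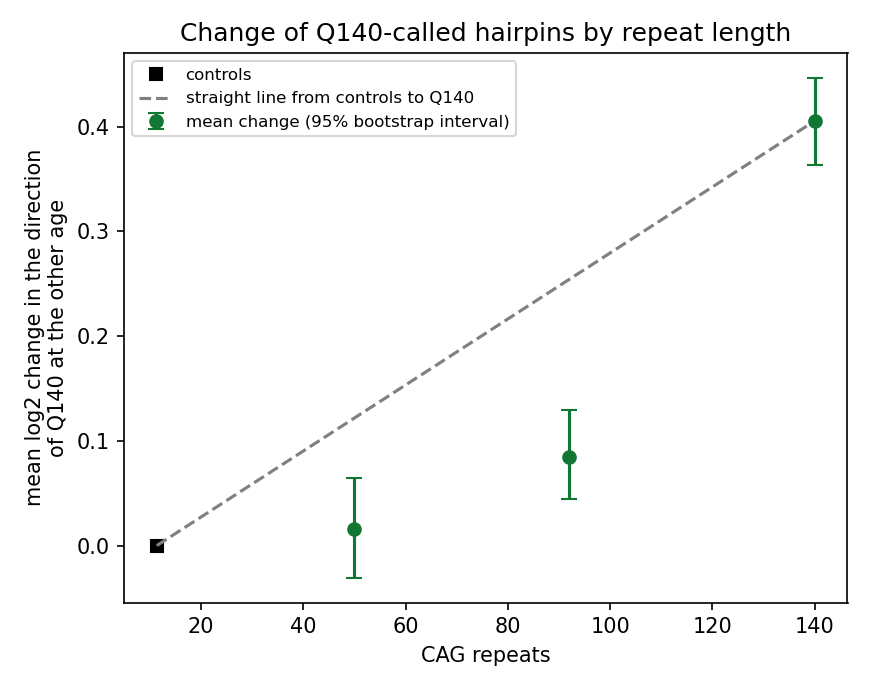
Mean log2 change against controls (y axis), in the direction of the Q140 change at the other age, by CAG repeats (x axis). Points are Q50, Q92 and Q140 with 95% bootstrap intervals, the square is the controls and the dashed line joins controls and Q140; the Q92 mean of 0.09 lies below the line.

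Changes across all 474 hairpins were also correlated between genotypes. With separate controls the Pearson r of log2 changes was -0.20 between Q92 and Q140 and -0.31 between Q50 and Q140, and with shared controls it was -0.04 and -0.28. These values rest on a single hairpin, MI0025035, singled out after its values were seen, which few libraries contained and which had log2 changes of -6.05 in Q140, 1.28 in Q92 and 2.65 in Q50. Without it r with separate controls was 0.104 and 0.0134. With shared controls, which alone produce a correlation, covariances without that hairpin were 0.0132 and 0.00858, against means of 0.00685 and 0.00716 and highest values of 0.0176 and 0.0161 in 50 simulations without any change. A covariance within the simulated spread does not exclude a shared change. Over the hairpins called in Q140 at the other age, whose controls are separate, Q92 mice moved in the direction of the Q140 change by the mean of 0.09 given above (0.04 to 0.13).

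Control groups differed little from each other. Q20 mice differed from their own wild-type littermates in 7 hairpins in the meta-analysis, 3 higher and 4 lower, with absolute log2 differences between 0.18 and 0.51, while edgeR called 0 at each age alone (24 hairpins at an unadjusted p under 0.05 at 6 months and 62 at 10 months). The wild-type groups from the Q20 and the Q50 line differed in 0 hairpins by edgeR, with 36 at an unadjusted p under 0.05, and DESeq2 also called 0. The Q20 count lay between 3 and 9 when a single library was left out, and 17 libraries each moved it to 3 or 4. With the L number in the model the Q20 count was 14, the original 7 included.

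The slope on CAG length differed between ages for 10 hairpins, of which 5 were called in the Q meta-analysis. For 4 of the 10 the slope kept its sign and was steeper at 10 months, and for 6 it changed sign between the ages. MI0004673 had a slope of 0.67 ± 0.14 at 6 months and 1.41 ± 0.11 at 10 months, a difference of 0.71 ± 0.19 (adjusted p 0.0275). The corresponding difference for MI0005513 was 0.56 ± 0.17 (adjusted p 0.0635), for MI0014095 -0.15 ± 0.12 (adjusted p 0.731) and for MI0000696 0.01 ± 0.09 (adjusted p 0.998). The count ranged from 1 to 22 when a single library was left out, with 1 without Q140 10-month female replicate 2 or male replicate 4, 4 without Q140 10-month male replicate 2, 6 without 10-month female replicate 3 of the wild-type littermates of Q50, and 22 without Q140 6-month male replicate 1. It was 0 after all libraries were thinned to the smallest total, an alternative chosen after the data were seen.

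Hairpins called with CAG length mostly had the same direction in males and females. In separate meta-analyses 38 hairpins were called in males and 65 in females, and the 33 called in both had the same direction in both. Z values of males and females had an r of 0.77 across hairpins. The interaction of CAG length and sex was called for 1 hairpin, MI0000248, named because it was the only one (log2 2.10 ± 0.47, adjusted p 0.0121). It had 302 counts in Q140 10-month female replicate 4 and at most 19 in any other library, and the call ended without that library.

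In the 48 controls 207 hairpins differed between 10 and 6 months, 92 higher and 115 lower at 10 months, with a median absolute log2 difference of 0.32. With total counts only 209 were called, 146 higher and 63 lower, so the direction of the majority depended on scaling. L numbers were spread unequally over the ages, with L6 present only at 6 months, and each age was sampled in different mice. Between females and males edgeR called 1 hairpin, MI0005496, named because it was the only one, which was higher in females by 0.20 ± 0.04 (log2, adjusted p 0.00399). DESeq2 called 2 and limma was not applied to this comparison.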

Values the study reported

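The study describes an independent second set of striatum samples with 8 mice per genotype and age, 4 of each sex, from the Q20, Q50, Q92 and Q140 lines and from wild-type siblings in the Q20 and the Q50 line. It retained 480 microRNAs for analysis. Wild-type animals were given a CAG length of 7 when repeat length was treated as a number. In the striatum of its earlier set, which had more repeat lengths, 159 microRNAs were associated with CAG length when 6 and 10 months were combined. Of these, 93 (58%) also passed an unadjusted p of 0.05 in the second set and 65 (41%) passed an FDR of 0.05. No Q50 difference was significant in the second set when both ages were combined. The correlation of statistics between both sets in striatum was 0.29 (p = 0.01) for Q92 and 0.76 for Q140 against controls. For CAG length as a number it was above 0.39 in all 3 brain tissues, which were striatum, cortex and cerebellum. That lower limit is not the striatum value, which was higher.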

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

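The tests of the L number, of growth with age and of the library left out from it were chosen after the results were seen. Levels of 4 hairpins and total counts were examined in each group of 8 mice of 1 genotype and age. The lowest or highest mouse stood apart from the nearest by more than Dixon's 95% criterion in 6 of 60 groups tested, where chance gives about 1 in 20. In Q140 6-month male replicate 1, MI0004673 had 51.7 CPM against a next value of 22.9 and MI0014095 had 451 CPM against 261. In the same library MI0000696 had 594 CPM, below a nearest value of 877. In 6-month male replicate 3 of the wild-type littermates of Q50, MI0005513 had 2.79 CPM, below a nearest value of 6.95, and MI0014095 had 649 CPM against 438. In 10-month male replicate 1 of the wild-type littermates of Q20, MI0014095 had 269 CPM, below a nearest value of 316. Under the study's criterion for outlying libraries, Q140 6-month male replicate 1 had a connectivity Z of -9.30 and that wild-type replicate 3 a Z of -8.17, both beyond the limit of -5.

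A difference between sexes in the slope on CAG length was called for MI0000248 (2.10, log2 per 100 repeats, females minus males), which rested on a single Q140 library. A difference between ages was called for 10 hairpins, 6 of which changed sign between the ages, with 0.71 (10 minus 6 months) for MI0004673. Over hairpins and directions taken from the other sex, the mean slope was 0.23 at 6 months and 0.37 at 10 months, a ratio of 1.63 with a 95% interval from 1.34, so that the change with CAG length may grow between 6 and 10 months. Without Q140 6-month male replicate 1 the lower bound was 1.30, which argues against that library as the whole cause, and with the L number in the model the ratio was 1.62 (1.37 to 2.18). Of the 102 calls of the meta-analysis, which do not bear on growth, 92 were made again with the L number in the model. The lists from the other sex rested on both ages combined, and whether they favour 1 age was not tested. Hairpins called at 6 months had a median absolute slope of 0.27 at that age and 0.21 at 10 months. Those called at 10 months had 0.25 at that age and 0.17 at 6 months. Each list favours the age that chose it, so these medians show no growth by themselves. A difference in processing between the libraries of both ages stays open, since each age was measured in its own libraries. Growth with age therefore remains a hypothesis.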

How the results depend on the processing

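Counts with the 6-month libraries of L number 6 left out, with whole-valued hairpins only, with edgeR after the study's handling of outliers, with thinned libraries and without MI0025035 were added after the data were seen; the other alternatives were planned. The Q meta-analysis stayed within 1.5 times its 102 calls in 14 of 15 alternatives, and the Q140 meta-analysis within 1.5 times its 119 calls in all 15 (80 to 153). For MI0005513, MI0004673, MI0014095 and MI0000696 the Q140 difference kept its direction and stayed below an adjusted p of 0.05 in the 13, 14, 14 and 15 alternatives in which each was tested and in all 96 fits that left out a library. Their association with CAG length did so where tested, except without the Q140 libraries, where the slopes were 0.28, 0.09, -0.30 and -0.16. Tests of microRNA lists were not run, because identifiers could not be matched to names. The cause of the changes below was not tested unless stated.

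Without the Q140 libraries the CAG length counts were 0 at 6 months, 0 at 10 months and 0 in the meta-analysis. With knock-in libraries only, 24 hairpins were called at 6 months. With wild-type controls only, Q92 gave 15 calls at 10 months and 1 in the meta-analysis, and Q50 gave 0 at 10 months. With Q20 controls only, Q140 gave 21 at 6 months, Q92 gave 0 at 10 months and 6 in the meta-analysis, and Q50 gave 0 at 10 months and 7 in the meta-analysis. With its own wild-type littermates only, Q50 gave 0 at 10 months. These settings use fewer libraries.

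Scaling and filtering changed small counts. The interaction of CAG length and age had 5 calls with RLE size factors, 5 with total counts only and 4 with the stricter filter, and Q92 at 10 months had 1 with total counts only. Without the low-count filter the counts were 17 for CAG length at 6 months, 0 for Q92 at 10 months, 2 for Q20 against its littermates, 2 for the interaction with sex and 0 for sex. With the stricter filter they were 0 for Q50 at 10 months and 0 for the interaction with sex. DESeq2 gave 2 calls in the Q92 meta-analysis and 2 for sex, and limma gave 1 for Q92 and 0 for Q50 at 10 months.

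With the L number as a factor the counts were 0 for Q92 and 0 for Q50 at 10 months, 14 for Q20 against its littermates, 0 for the interaction with sex and 3 for sex. With the replicate number as a block, although the numbers do not pair the mice, they were 0 for Q92 and 0 for Q50 at 10 months and 0 for the interaction with sex. Without the 6-month libraries of L number 6 they were 5 for CAG length at 6 months, 13 for Q140 at 6 months and 2 for the interaction with sex.

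DESeq2 after the study's handling of outliers, which removed 8 libraries and replaced 1.18% of values, gave 67 calls for CAG length and 91 for Q140 at 6 months, 1 for Q92 and 1 for Q50 at 6 months, and 2 for Q92 and 0 for Q50 at 10 months. The same handling with edgeR gave 77 for Q140 at 6 months, 0 for Q92 and 0 for Q50 at 10 months, 18 for the interaction with age and 0 for the interaction with sex. Whole-valued hairpins only, which left 312 to be tested, gave 23 for CAG length and 24 for Q140 at 6 months, 5 for Q92 at 10 months, 4 for Q20 against its littermates, 2 for the interaction with age and 128 for age. Thinning to the smallest total gave 1 for Q92 at 10 months, 3 for Q20 against its littermates and 0 for the interaction with age, while Q140 at 10 months had 82 calls against 80. Without MI0025035 the correlation with the Q140 changes reversed from -0.20 to 0.104 for Q92 and from -0.31 to 0.0134 for Q50.

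Leaving out each library in turn gave 19 to 66 calls for CAG length at 6 months, 27 to 66 for Q140 at 6 months, 0 to 14 for Q92 and 0 to 2 for Q50 at 10 months, 3 to 9 for Q20 against its littermates, 1 to 22 for the interaction with age, 0 to 1 for the interaction with sex and 1 to 2 for sex. The ranges for the other counts were 67 to 86 for CAG length at 10 months, 98 to 115 in its meta-analysis, 68 to 90 for Q140 at 10 months, 103 to 128 in its meta-analysis and 191 to 213 for age. The 66 calls of both 6-month results were those without Q140 male replicate 1.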

Other observations

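Tests of the change between Q92 and Q140 and of LB numbers were chosen after the results were seen. The tests of co-varying sets, of Q20, of genotype and of label splits were set down before their results were seen. For the sets and the Q20 correlation, the rule set down would have counted the results below against the explanation. They are read more cautiously here, as open. Hairpins that varied together among the 48 control libraries formed 8 sets of at least 10 members, holding 240 of 314 clustered hairpins. In a set of 57 members, 11 hairpins rose and 1 fell with CAG length, and in a set of 24 members 5 rose and 0 fell. In a set of 42 members 2 rose and 16 fell, and in a set of 33 members 4 rose and 7 fell. Under camera with a preset correlation 5 sets passed an adjusted p of 0.05, with the smallest adjusted p at 0.000562 for the set of 42. With an estimated correlation 0 sets passed, at an adjusted p of 0.825 for that set, so the test leaves open whether such sets could move as sets. Members of a set had a mean correlation of up to 0.64, which leaves few independent values to test, and a p above the threshold is no bound on the movement.

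In Q92 mice the hairpins called in Q140 had moved by less than a straight line over repeat length predicts. The upper 95% bound of the ratio of the Q92 to the Q140 change was 0.306, below 0.627 for a straight line. It was 0.300 with the L number in the model and 0.289 after thinning every library to the smallest total. The hairpins and directions were those of the main fit in each case. For these hairpins, neither adjustment brought the bound up to the straight line. Whether L numbers or depth affected the choice of hairpins was not tested. That choice rested on Q140 alone, so the ratio describes hairpins that change in Q140. A candidate explanation is a response that steepens between Q92 and Q140. Other differences between the Q92 and Q140 lines were not tested and stay open.

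MI0025035 had over 1000 counts in 10 libraries (2288 to 20594) of all 6 genotypes and 0 counts in 73. These 10 included all 4 libraries with LB number 26 and both with LB number 15, and shared LB numbers more often than relabelled libraries did (permutation p = 0.00016). All 9 of the 6-month libraries with L number 6 had at least 1 count. Shares of such libraries did not differ detectably between genotypes (permutation p = 0.931), so a source tied to library preparation or indexing is a candidate, and sequences were not used here to test it. MI0000720 had 208 to 850 counts in the 10 6-month libraries of L number 4 and at most 99 in any other library. Both hairpins were picked after their values were seen.

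Q20 mice differed from their own littermates in 7 hairpins, and all 7 were called again with the L number in the model, which argues against L numbers as the cause. None was called in Q140 in the same direction, while 3 that were lower in Q20 were called higher in Q140 and 1 that was higher was called lower; Q20 mice are part of the controls in that comparison, which by itself favours opposite signs. Across hairpins, the Q20 difference and the difference of Q140 from the other wild-type group, computed on separate libraries, had an r of 0.21. The highest of the other splits was 0.43 and the 95th percentile was 0.34, and r lay within the spread of the splits below it, so whether a knock-in allele of control length could move hairpins as Q140 does stays open.

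Labels of the mice were split in 100 ways, the real one included. For CAG length the real count lay well above every other split at 10 months (1 of 100 splits gave as many as the real 75 calls, highest other 35). It did so too in the meta-analysis (1 of 100, real 102, highest other 41). For Q140 the same held at 10 months (1 of 100, real 80, highest other 19). The Q140 meta-analysis count exceeded every other split by less (1 of 100, real 119, highest other 109). For age in controls the real count again lay well above the others (1 of 100, real 207, highest other 27). A share of 1 of 100 is the smallest that 100 splits allow. These shares argue against chance but, unadjusted for the number of counts judged, do not exclude it. At 6 months the shares were 2 of 100 for CAG length (real 38, highest other 149) and for Q140 (real 37, highest other 214). Both lie below 0.05, but labels were not permuted within L numbers, so the splits do not test the uneven spread of L numbers. Without the 6-month libraries of L number 6 these counts were 5 and 13. Without single libraries they were 19 to 66 and 27 to 66, so neither 6-month count is robust. Shares were closest to the threshold of 0.05 for Q92 at 10 months (4 of 100, real 8, highest other 9) and the interaction with age (4 of 100, real 10, highest other 28). That threshold was not adjusted for the number of counts judged, so shares this close to it do not exclude chance. For the interaction, permuting ages also removes the overall difference between ages, so its splits differ from the data in more than the interaction. Leaving out any single one of 29 of the 48 libraries left 0 calls for Q92, and 4 of its 8 calls rested on 1 library. The interaction had 0 calls after thinning, so neither count is robust. For Q20 against its littermates the real count exceeded every other split (1 of 100, real 7, highest other 5). Without any single one of 17 libraries, however, the count was 3 or 4, without the low-count filter 2 and after thinning 3. All lie below that highest other split, so this count is not robust either. Chance cannot be excluded for Q50 at 10 months (34 of 100, real 1, highest other 40), the interaction with sex (53 of 100, real 1, highest other 40) or sex in controls (13 of 100, real 1, highest other 1). All 100 splits reached the real count of 0 for Q92 at 6 months (highest other 5) and in the meta-analysis (highest other 9), for Q50 at 6 months (highest other 87) and in the meta-analysis (highest other 23), and for the wild-type groups (highest other 43). Single splits with several times the real count at 6 months point to a structure of the samples. The split that called 214 hairpins put 3 of the 4 outlying 6-month libraries into its group of 8 mice and none of the libraries of L number 6, while 92 of the other splits called 0 hairpins for Q140 at 6 months. Of 11 splits with at least 2 outlying libraries in that group only 1 gave more than 10 calls, so outlying libraries alone do not account for the structure, which stays unexplained.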
